# Gut microbiota regulates innate anxiety through neural activity of medial prefrontal cortex in male mice

**DOI:** 10.3389/fnins.2025.1599818

**Published:** 2025-07-24

**Authors:** Jing Ren, Xiao-Ying Lian, Wan-Qian Ye, You-Lu Wen, Cheng-Lin Lu, Xiong Cao

**Keywords:** innate anxiety, gut microbiota, neural activity, medial prefrontal cortex, gut-brain-axis

## Abstract

**Introduction:**

Innate anxiety, a stable personality trait conceptualized as trait anxiety, represents a fundamental dimension of individual differences in emotional regulation. Clinical evidence and animal studies indicate that elevated innate anxiety significantly increases susceptibility to psychiatric disorders. While the gut microbiota has been increasingly recognized as a critical modulator of neuropsychiatric health, its specific contribution to innate anxiety has yet to be fully elucidated.

**Methods:**

We investigated gut microbiota contributions to innate anxiety in mice using stratified behavioral phenotyping in the elevated plus maze (EPM), antibiotic (ABX)-mediated microbiota depletion, fecal microbiota transplantation (FMT), c-FOS staining, transcriptomic profiling, and vivo fiber photometry.

**Results:**

We found that innate high-anxiety (HA) and low-anxiety (LA) mice exhibited distinct gut microbial compositions. Microbiota depletion induced significant anxiolytic effects, while FMT from HA donors recapitulated anxiety-like behaviors. Neural activation mapping revealed elevated c-FOS expression in the medial prefrontal cortex (mPFC), basolateral amygdala (BLA), and central amygdala (CeA) of HA-FMT recipients. Transcriptomic analysis of mPFC tissue in HA- and LA-FMT recipients demonstrated microbiota driven regulation of transcriptional reprogramming, protein modification, and synapse modulation, indicating mechanistic connections along the microbiota gut-brain axis. Fiber photometry confirmed heightened mPFC neuronal activity during innate anxiety states in HA-FMT mice.

**Discussion:**

Our findings establish that gut microbiota modulates innate anxiety through mPFC neural activity, providing novel insights into microbiome-based interventions for anxiety.

## 1 Introduction

Innate anxiety is essential for survival in threatening environments. However, pathological anxiety is a prolonged, maladaptive, and exacerbated response to non-threatening situations and greatly affects the quality of life (Price, 2022). In humans, innate anxiety, commonly conceptualized as trait anxiety, constitutes a fundamental and enduring personality dimension that predisposes individuals to demonstrate heightened emotional sensitivity and exhibit persistent patterns of concern and worry in response to various situations. People reporting high trait anxiety have a higher risk of developing psychiatric disorders compared to individuals with low trait anxiety (Chambers et al., 2004; Wang et al., 2019). In mice, innate anxiety is also an instinctive response to avoid potential threats, such as predator exposure, intraspecific conflicts, and adverse environmental stimuli. Innate high anxiety mice intrinsically exhibit elevation in anxiety-related behaviors and provide a valuable experimental model to study anxiety that is not induced by specific stressors (Rooney et al., 2020; Sah et al., 2012). Innate high anxiety have a higher risk of developing anxiety disorders. The etiology of anxiety disorders, long associated with neurochemical factors, brain structure/function, and environmental/genetic/psychological influences, has consequently become a primary focus of scholarly research. Despite extensive research, effective treatment outcomes remain elusive, as current therapies often provide inadequate symptom relief or cause significant adverse effects in many patients. Incomplete understanding of anxiety disorder mechanisms limits treatment efficacy, highlighting the need for mechanistic research to drive therapeutic advances. So, it may also be important for elucidating the mechnism of innate anxiety.

Emerging evidence implicates the gut microbiota as a critical modulator of anxiety pathophysiology (Jiang et al., 2024). Human studies link gut microbiota to mental disorders such as anxiety, with generalized anxiety disorder patients showing distinct microbial profiles (Jiang et al., 2018; Xiong et al., 2023); notably, probiotic supplementation exerts anxiolytic effect (Foster and McVey Neufeld, 2013; Vitellio et al., 2020; El Dib et al., 2021). Probiotics, prebiotics, and FMT can modify the composition of gut microbiota, rebuild the gut environment and improve individuals’ psychological well-being through microbial metabolites (e.g., bioactive compounds for digestion, antimicrobials, and neuroactive molecules) (Antushevich, 2020; Gomaa, 2020; Baske et al., 2024; Noonan et al., 2020; Bear et al., 2020). Preclinical models further establish causal relationships. Germ-free and antibiotic-treated mice exhibit attenuated anxiety-like behaviors (Morais et al., 2021). Fecal microbiota transplantation from anxious BALB/c donors to less anxious NIH Swiss recipients increases both behavioral anxiety and brain-derived neurotrophic factor expression (Bercik et al., 2011). Maternal prebiotic intake in mice reduces anxiety and expression of hippocampal glutamate receptor genes and alters the fecal microbiome in offspring (Hebert et al., 2021). These studies demonstrate that gut microbiota modulates the innate anxiety. Notably, the mPFC, a core element of the neurocircuitry, not only controls fear and anxiety but also plays a role in the microbiota-gut-brain axis to regulate emotional behavior (Jiang et al., 2024; Likhtik et al., 2014; Zhang et al., 2024; Chen et al., 2021; Chu et al., 2019). Nevertheless, the precise mechanisms through which gut microbiota regulate innate anxiety remain elusive.

In this study, innate high-anxiety (HA) and low-anxiety (LA) groups were phenotypically stratified by elevated plus maze (EPM), with classification thresholds established through time spent in the open arms using adult male SPF C57BL/6J mice. We speculated that gut microbiota modulates innate anxiety behaviors via mPFC neuronal activation. This is supported by several lines of evidence in this study. First, distinct gut microbiota compositions differentiate HA and LA phenotypes; Second, microbial depletion via antibiotics exerts anxiolytic effects; Third, HA-FMT recipients display increased anxiety-like behaviors compared to LA-FMT mice; Fourth, elevated c-Fos expression in HA-FMT mice within the mPFC, basolateral amygdala (BLA), and central amygdala (CeA); Fifth, transcriptomic profiling identifies microbiota-dependent regulation of brain function in mPFC; Last, *In vivo* GCaMP recordings demonstrate heightened mPFC neuronal activity during innate anxiety states. Collectively, these findings establish a novel gut-microbiota-mPFC axis governing innate anxiety predisposition.

## 2 Materials and methods

### 2.1 Animals

SPF C57BL/6J mice were housed in groups of three to five per cage under controlled temperature conditions (22°C–25°C) on a 12/12-h light/dark cycle (lights on from 7:00 A.M. to 7:00 P.M.) with *ad libitum* access to food and water. The male C57BL/6J mice (aged 7–8 weeks) were procured from the Southern Medical University Animal Center (Guangzhou, China). Before the commencement of the behavioral experiments, all mice were handled for three consecutive days. The behavioral tests were conducted between 13:00 and 17:00 during the light cycle. All animal protocols were approved by the Southern Medical University Animal Ethics Committee.

### 2.2 Separation of high- and low-anxiety

Mice are stratified into high- and low-anxiety subgroups based on their performance in the EPM test, following established criteria from previous studies (Bi et al., 2015; Ren et al., 2022). The classification protocol consisted of two sequential analytical phases: First, a quantitative behavioral assessment is conducted through standardized EPM testing to measure open-arm exploration time. Subsequently, cohort stratification is implemented using a normalized threshold system - mice demonstrating open arm dwell times exceeding the group mean by ≥ 6% were classified as low-anxiety phenotype, while those exhibiting dwell times ≤ 6% below the mean were classified as high-anxiety phenotype.

### 2.3 ABX treatment

Antibiotics (ABX) treatment was performed as previously described (Olson et al., 2018). In brief, SPF mice were given a solution of vancomycin (50 mg/kg), neomycin (100 mg/kg), and metronidazole (100 mg/kg) by gavage every 12 h daily for 28 days. Ampicillin (1 mg/ml) was provided *ad libitum* in drinking water. For the control group, mice were gavaged with normal drinking water every 12 h daily for 28 days. Behavioral studies were conducted 24 h after the last gavage.

### 2.4 Fecal microbiota transplant

Fecal Microbiota Transplant was performed as previously described (Olson et al., 2018). Fresh fecal samples were collected from high- and low-anxiety mice for fecal microbiota transplantation (FMT) and suspended at 50 mg/ml in pre-reduced PBS. Before FMT, recipient mice were treated with ABX for 7 days to clear gut microbiota. After 3-days washouts, these recipient mice were colonized by oral gavage of 100 ul fecal suspensions from either high- or low-anxiety donor mice. For the control group, ABX-treatment mice were gavaged with pre-reduced PBS. It took 2 weeks to colonize the fecal microbiome before the behavioral tests.

### 2.5 Elevated plus-maze test (EPM)

The EPM apparatus comprised two open arms (30 × 5 × 0.5 cm), two closed arms (30 × 5 × 15 cm), and a central platform (5 × 5 cm) elevated 50 cm above the underlying surface. The experimental protocol entailed the placement of mice in the center of the apparatus, with each mouse facing one of two open arms. The amount of time spent in each arm and arm entries were quantified using EthoVision 11.0 software. This tracking and recording process was conducted for 5 min. Elevated Plus-Maze Test was conducted as described in our previous study (Bi et al., 2015; Ren et al., 2022).

### 2.6 Open field test

The open field test was carried out to evaluate locomotor activity. The apparatus was an opaque square chamber (50 × 50 × 40 cm) with transparent, plastic walls and a white floor. It was divided into two areas: a central field (25 × 25 cm) and an outer field (periphery). Individual mice were placed in the center area of an open chamber at the beginning of the test and allowed to explore freely for 30 min. The total distance and time in the center area traversed by the subjects during a session were subsequently analyzed using Versmax analyzer software. The path taken by each mouse was digitally captured and analyzed using EthoVision 11.0 software. The open field test followed the descriptions in our previous research (Bi et al., 2015; Ren et al., 2022).

### 2.7 Measurement of plasma corticosterone (CORT) levels

Blood samples were drawn by orbital sinus collection and plasma samples were obtained after centrifugation at 3,000 rpm for 3 min. CORT concentrations were measured using a corticosterone enzyme immunoassay kit (Wei Ao Biotechnology Co., Ltd., Shanghai, China) validated for mouse plasma samples according to the manufacturer’s protocol.

### 2.8 16S rRNA gene sequencing

Total microbial genomic DNA was extracted using the E.Z.N.A.^®^ soil DNA Kit (Omega Bio-tek, Norcross, GA, U.S.) according to the manufacturer’s instructions. The hypervariable region V3–V4 of the bacterial 16S rRNA gene was amplified with primer pairs. The PCR product was extracted and purified using the PCR Clean-Up Kit (YuHua, Shanghai, China) according to the manufacturer’s instructions and quantified using Qubit 4.0 (Thermo Fisher Scientific, USA). Purified amplicons were pooled in equimolar amounts and paired-end sequenced on an Illumina Nextseq2000 platform (Illumina, San Diego, USA). Raw FASTQ files were de-multiplexed using an in-house perl script, and then quality-filtered by fastp version 0.19.6 and merged by FLASH version 1.2.7. Then the optimized sequences were clustered into operational taxonomic units (OTUs) using UPARSE 7.1. The most abundant sequence for each OTU was selected as a representative sequence. The OTUs assigned to spike-in sequences were filtered out and reads were counted. The taxonomy of each OTU representative sequence was analyzed by RDP Classifier version 2.2 against the 16S rRNA gene database. The 16S rRNA gene sequencing was conducted by Cosmos Wisdom Co., Ltd., (Hangzhou, China).

### 2.9 RNA sequencing

Total RNA was extracted from the tissue using TRIzol Reagent according to the manufacturer’s instructions (Invitrogen) and genomic DNA was removed using DNase I (Takara). RNA quality was determined by 2100 Bioanalyser (Agilent Technologies) and quantified using the ND-2000 (NanoDrop Technologies). The transcriptome library was prepared following TruSeqTM RNA sample preparation Kit from Illumina (San Diego, CA) using 1 μg of total RNA. Libraries were size-selected for cDNA target fragments of 300 bp on 2% Low Range Ultra Agarose followed by PCR amplified using Phusion DNA polymerase (NEB) for 15 PCR cycles. After quantified by TBS380, the paired-end RNA-seq sequencing library was sequenced with the Illumina NovaSeq 6000 sequencer (2 × 150 bp read length). The raw paired-end reads were trimmed and quality was controlled by fastp with default parameters. Then clean reads were separately aligned to the reference genome with orientation mode using HISAT2 software. The mapped reads of each sample were assembled by StringTie (in a reference-based approach. To identify DEGs (differential expression genes), the expression level of each gene was calculated according to the transcripts per million reads (TPM) method. RSEM was used to quantify gene abundances. DEGs with *P* ≤ 0.05 were considered to be significantly different expressed genes. In addition, functional-enrichment analysis including GO and Reactome was performed to identify which DEGs were significantly enriched in GO terms and metabolic pathways at *P* ≤ 0.05. The RNA sequencing was conducted by Cosmos Wisdom Co., Ltd., (Hangzhou, China).

### 2.10 Fiber photometry

The mice (HA- and LA-FMT) were anesthetized using sodium pentobarbital (50 mg/kg, i.p. injection) for unilateral stereotaxic injection of AAV2/9-Syn-Gcamp6s-WPRE-pA (titer: 2.57 × 10^12^ v.g. ml^–1^; BrainVTA) into the mPFC (AP: + 1.75 mm, ML: + 0.3 mm, and DV: −2.75 mm, 300 nl/site; AP, ML, and DV denote anteroposterior, mediolateral and dorsoventral distances from bregma, respectively). After injection, the needle was left in place for 6 min before being withdrawn at a gradual pace. Following AAV2/9-Syn-Gcamp6s-WPRE-pA virus injection, a ceramic ferrule with an optical fiber [200 μm in diameter, numerical aperture (NA) of 0.37 (Inper)] was implanted with the fiber tip in the mPFC (AP: + 1.75 mm; ML: ± 0.3 mm; DV: −2.5 mm). Signals were recorded 3 weeks after optical fiber implantation.

The fluorescence signals were recorded with a three-color multichannel optical fiber recording system (Thinker Tech, China). The green channel with 470 nm excitation light was used to record the fluorescence of GCaMP6s. To minimize photobleaching, the laser power at the fiber tip was adjusted to 30 μW. For recordings in mice, the fluorescence signals from mice with optical fibers connected to the fiber photometry system were recorded in the EPM. Bulk fluorescence signals were acquired and analyzed with MATLAB software. The z-score was calculated using the following formula: *Z* = (F_Signal_ − F_Basal_)/STD(F_Basal_).

### 2.11 Statistics

All experiments and data analyses were conducted blindly. Statistical analysis were mainly performed using SPSS 20.0 (IBM Corp., USA) with appropriate inferential methods, while GraphPad Prism 9.0 (GraphPad Software, USA) was employed for data visualization, including the generation of statistical graphs. Data are presented as mean ± standard error of the mean (SEM). Significant differences are indicated in the figures by *p < 0.05, **p < 0.01, ***p < 0.001.

## 3 Results

### 3.1 Characterization of high- and low-anxiety subgroups in the EPM

To investigate the potential involvement of gut microbiota in innate anxiety regulation, specific pathogen-free (SPF) C57BL/6J mice were phenotypically stratified into HA and LA groups using EPM, with classification thresholds established through time spent in the open arms (Figure 1A). It is observed that mice termed LA mice demonstrated prolonged open-arm exploration time compared to HA mice (Figure 1B, *t* = 10.44, *p* = 0.0001). LA mice also showed an increased open-arm entry ratio compared to HA mice (Figure 1C, *t* = 4.133, *p* = 0.0020). Representative tract visualization of HA and LA mice in EPM was illustrated in Figure 1D. Plasma corticosterone levels are elevated in high-anxiety mice Figure 1E. Overall, HA mice displayed significantly enhanced anxiety-like behaviors relative to LA mice.

**FIGURE 1:**
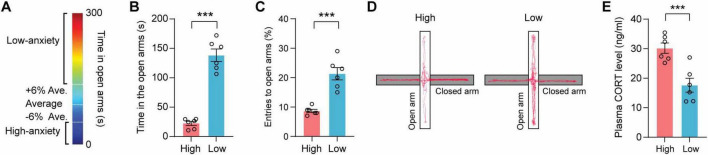
Mice were separated into high- and low-anxiety subgroups in elevated plus maze (EPM). **(A)** Schematic of mice separated into high-anxiety and low-anxiety subgroups. **(B,C)** Time spent in the open arms **(B)** and the ratio of entries to the open arms (**C**) *n* = 6 mice/group. **(D)** Representative tract visualization of mice in EPM. **(E)** The concentration of plasma corticosterone in high and low mice (*n* = 6 mice per group). Data are the mean ± s.e.m. **P < 0.01, ***P < 0.001. *P*-values were determined by a two-tailed unpaired *t*-test.

### 3.2 Gut microbiota composition of high- and low-anxiety mice

To examine the composition of the gut microbiota in HA and LA mice, fecal samples of these mice were collected for 16S rRNA gene sequencing (Supplementary Table 1). The composition of the microbiota showed comparable diversity indicated by ACE (Figure 2A, *t* = 0.9014, *p* = 0.3886) and Shannon (Figure 2B, *t* = 1.231, *p* = 0.2466) α-diversity index between HA and LA mice. We applied a principal coordinate analysis (PCoA) of weighted UniFrac distance of beta diversity to reveal global variance patterns in the microbial profiles. PCoA analysis revealed differences in the microbiome composition between HA and LA mice (Figure 2C). At the phylum level, we detected *Bacteroidota, Firmicutes, Verrucomicrobiota, Deferribacterota, Cyanobacteria, Desulfobacterota, Proteobacteria, Actinobacteriota, Campylobacterota, Patescibacteria*, and others (Figure 2D). The relative abundance of the microbiota was also shown at class (Figure 2E), order (Figure 2F), family (Figure 2G), genus (Figure 2H), and species (Figure 2I) levels. Notably, several strains showed different abundances between HA and LA mice (Figure 2J). The relative abundance of *Lactobacillus*, *Campylobacterota*, and *Parabacteroides* was increased in the LA mice (Figure 2J). Together, these results suggested that gut microbiota showed a different composition between HA and LA mice.

**FIGURE 2:**
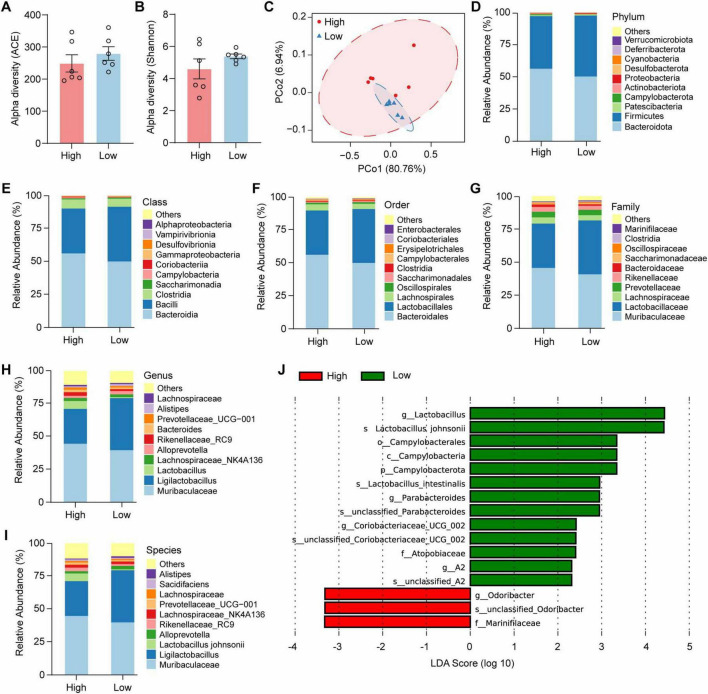
Gut microbiota composition of high- and low-anxiety mice. **(A,B)** Alpha-diversity of the gut microbiota between the high- and low-anxiety mice, as indicated by the ACE **(A)**, and Shannon indices **(B)**. *n* = 6 mice/group. **(C)** Principal coordinates analysis (PCoA) using the Weighted UniFrac distance. *n* = 6 mice/group. **(D–I)** Taxonomic distributions of bacteria at phylum **(D)**, class **(E)**, order **(F)**, family **(G)**, genus **(H)**, and species **(I)** level. **(J)** Analysis of taxonomic abundances using LEfSe. Data are the mean ± s.e.m. *P*-values were determined by a two-tailed unpaired *t*-test.

### 3.3 ABX treatment produced anxiolytic effects in mice

To determine the effect of gut microbiota on anxiety-like behaviors, SPF mice underwent a 28-days antibiotic (ABX) treatment via oral gavage (Figure 3A). Subsequently, anxiety-related behaviors were evaluated through a standardized behavioral test battery (Figures 3B, C). We found that ABX-treated mice demonstrated significantly prolonged open-arm exploration time in EPM (Figure 3D, *t* = 2.382, *p* = 0.03) and a marginally increased open-arm entry ratio compared to vehicle controls (Figure 3E, *t* = 2.058, *p* = 0.0562). Representative tract visualization of mice treated with vehicle and ABX in EPM was illustrated in Figure 3F. Open field test (OFT) analyses showed comparable total locomotion distances between groups (Figure 3G, *t* = 1.157, *p* = 0.2667), but ABX-treated mice exhibited significantly enhanced center zone exploration time (Figure 3H, *t* = 2.263, *p* = 0.0401). Representative tract visualization of mice treated with vehicle and ABX in OFT was illustrated in Figure 3I. Together, these results suggested that ABX treatment produced anxiolytic effects in mice.

**FIGURE 3:**
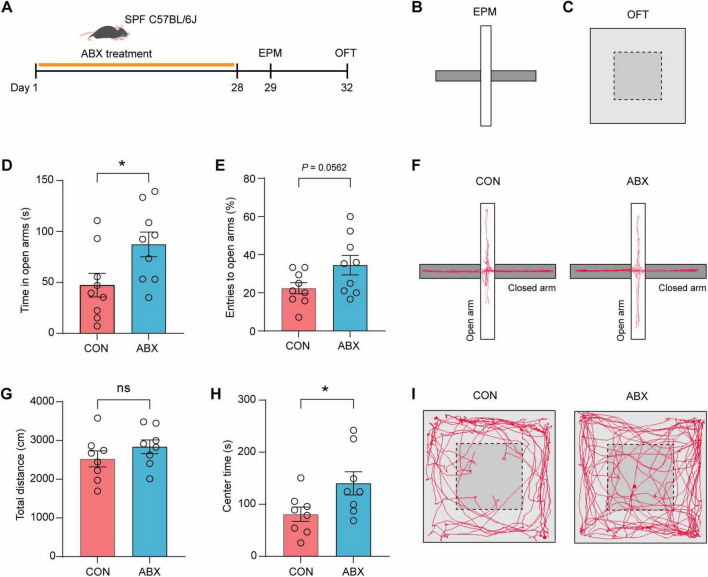
ABX treatment produced anxiolytic effects in mice. **(A–C)** Schematic of mice treated with ABX. SPF C57BL/6J mice were orally treated with ABX for 28 days and then subjected to test anxiety-related behaviors in EPM **(B)** and OFT **(C)**. **(D,E)** Time spent in the open arms **(D)** and the ratio of entries to the open arms **(E)** of mice treated with vehicle and ABX in EPM. *n* = 9 mice/group. **(F)** Representative tract visualization of mice treated with vehicle and ABX in EPM. **(G,H)** Total distance and center time of mice treated with vehicle and ABX in OFT. *n* = 8 mice/group. **(I)** Representative tract visualization of mice treated with vehicle and ABX in OFT. Data are the mean ± s.e.m. ns, no significant, *P < 0.05. *P*-values were determined by a two-tailed unpaired *t*-test.

### 3.4 Fecal transplanted microbiome affects anxiety-related behaviors

To establish causality between gut microbiota composition and anxiety phenotypes, ABX-treated mice received fecal microbiota transplantation (FMT) from donor mice exhibiting high-anxiety or low-anxiety behavioral profiles (Figure 4A) and then subjected to behavioral studies to assess anxiety-related behaviors (Figure 4B). HA-FMT recipients showed reduced open arm exploration time in EPM compared to LA-FMT recipients (Figure 4C, *t* = 2.204, *p* = 0.0448), though open arm entry ratios remained comparable (Figure 4D, *t* = 0.3124, *p* = 0.7593). Representative tract visualization of mice in EPM was illustrated in Figure 4E. In the OFT, while the total distance traveled showed no significant differences between groups (Figure 4F, *t* = 0.7933, *p* = 0.4409), HA-FMT recipients exhibited a significant reduction in center zone exploration time compared to LA-FMT recipients (Figure 4G, *t* = 2.366, *p* = 0.0329). Representative tract visualization in OFT was illustrated in Figure 4H. Together, these findings suggested that the gut microbiota modulated anxiety-like behaviors.

**FIGURE 4:**
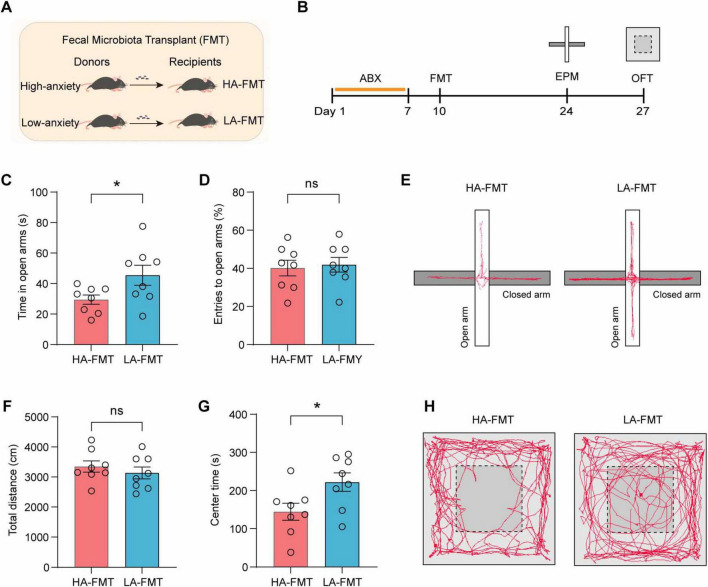
Anxiety-related behaviors of mice transplanted with fecal microbiome from high- and low-anxiety mice. **(A)** Schematic of mice transplanted with fecal microbiome from high- and low-anxiety mice. **(B)** Experimental design. **(C,D)** Time spent in the open arms **(C)** and the ratio of entries to the open arms **(D)** of mice transplanted with fecal microbiome from high- and low-anxiety mice in EPM. *n* = 8 mice/group. **(E)** Representative tract visualization of mice in EPM. **(F,G)** Total distance **(F)** and center time **(G)** of mice transplanted with fecal microbiome from high- and low-anxiety mice in OFT. *n* = 8 mice/group. **(H)** Representative tract visualization of mice in OFT. Data are the mean ± s.e.m. ns, no significant, *P < 0.05. *P*-values were determined by a two-tailed unpaired *t*-test.

### 3.5 c-FOS^+^ expression in anxiety-candidate brain regions

To elucidate the neurofunctional consequences of anxiety-associated gut microbiota, we conducted a comparative c-FOS immunohistochemical analysis of anxiety-candidate brain regions in recipient mice receiving FMT from HA versus LA donors after 1 h of EPM test. Based on established correlates of anxiety with the hippocampus, mPFC, BLA, and CeA, we systematically quantified neuronal activation patterns. We found that the c-FOS expression in the hippocampus was not significantly changed between HA-FMT and LA-FMT mice (Figures 5A, B, *t* = 1.362, *p* = 0.1920). In the mPFC, c-FOS^+^ cells of LA-FMT mice were decreased compared to HA-FMT mice (Figures 5C, D, *t* = 0.2519, *p* = 0.0228). LA-FMT also exhibited a reduction in c-FOS^+^ cells in the BLA (Figures 5E, F, *t* = 3.184, *p* = 0.0058) and CeA (Figures 5G, H, *t* = 2.161, *p* = 0.0462). These results showed that anxiety-associated gut microbiota affect brain function in mice.

**FIGURE 5:**
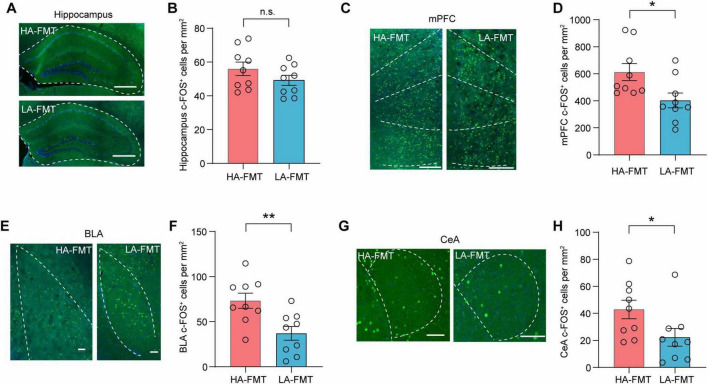
c-FOS^+^ expression in anxiety candidate brain region of mice transplanted with fecal microbiome from high- and low-anxiety mice. **(A,B)** Represented images **(A)** and quantification **(B)** of c-FOS^+^ cells in the hippocampus. Scale bars, 500 μm. *n* = 9 slices from 3 mice. **(C,D)** Represented imagines **(C)** and quantification **(D)** of c-FOS^+^ cells in the mPFC. Scale bars, 500 μm. *n* = 9 slices from 3 mice. **(E,F)** Represented imagines **(E)** and quantification **(F)** of c-FOS^+^ cells in the BLA. Scale bars, 100 μm. *n* = 9 slices from 3 mice. **(G,H)** Represented imagines **(G)** and quantification **(H)** of c-FOS^+^ cells in the CeA. Scale bars, 500 μm. *n* = 9 slices from 3 mice. Data are the mean ± s.e.m. ns, no significant, *P < 0.05 and **P < 0.01. *P*-values were determined by a two-tailed unpaired *t*-test.

### 3.6 Transcriptomic analysis of the mPFC from HA- and LA-FMT mice

Under physiological conditions, mPFC inhibits top-down regulation of amygdala activity. Under adverse circumstances such as chronic stress, the control ability of mPFC is decreased, which leads to abnormal activation of the amygdala and emotional and behavioral disorders (Chen et al., 2021; Liu et al., 2020; Gao et al., 2023). Therefore, we conducted transcriptomic profiling of the mPFC in FMT recipients from HA-FMT versus LA-FMT donors to delineate the molecular mechanisms underlying gut microbiota-mediated neural modulation. 

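RNA from the medial prefrontal cortex (mPFC) of 3 HA-FMT recipients and 3 LA-FMT recipients was sequenced as 6 libraries, 1 per mouse. HA-FMT and LA-FMT stand for fecal microbiota transplantation from high-anxiety and low-anxiety donor mice. The sample labels describe the same mice as high or low in anxiety themselves, and the paper's description by donor was used. The authors trimmed the reads with fastp, aligned them with HISAT2, assembled transcripts with StringTie and quantified them with RSEM, and their methods give TPM as the measure of expression. The deposited table holds FPKM (fragments scaled by transcript length and by the size of the library) for 57010 genes in each library, of which 28575 genes were above 0 in at least 1 library. Its gene coordinates are given below as the table gives them, and the paper's text does not name their genome build. The low FPKM values were whole multiples of what 1 fragment is worth, which gave the number of fragments behind each library. HA-FMT replicates 1, 2 and 3 had 20557984, 22040936 and 19723192 fragments, and LA-FMT replicates 1, 2 and 3 had 21736701, 20784192 and 21306769. Whole fragments were recovered in all 6 libraries for 28550 genes. The group mean counts in Supplementary Table 2 equalled the recovered ones for 137 of its 139 genes, and for at most 4 genes under any other assignment of the libraries to the groups. Mitochondrial transcripts took 10.8% of the summed FPKM in HA-FMT replicate 1 and between 4.19% and 7.27% in the other libraries. Groups were compared with limma on log2(FPKM + 0.1) over the 18576 genes with a mean FPKM of at least 0.1, so log2 fold changes are on that scale, which understates the change of low genes. For single values an exact two-sided permutation test was used, whose smallest p with 3 mice against 3 is 0.1. The libraries also differed within groups. Over the 11945 genes with a mean FPKM of at least 1 and a known GC content, 1 axis held 55.5% of the variance between libraries, and the genes' loadings on it followed GC content (Spearman rho -0.713, across genes, which are not independent replicates). On this axis HA-FMT replicates 1, 2 and 3 scored 0.56, -0.53 and -0.21, and LA-FMT replicates 1, 2 and 3 scored 0.45, -0.38 and 0.11. Taking each library's trend on GC content and transcript length off the values, a step chosen after the trend was seen, lowered the median residual SD of these genes from 0.179 to 0.149.

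**Figure D1:**
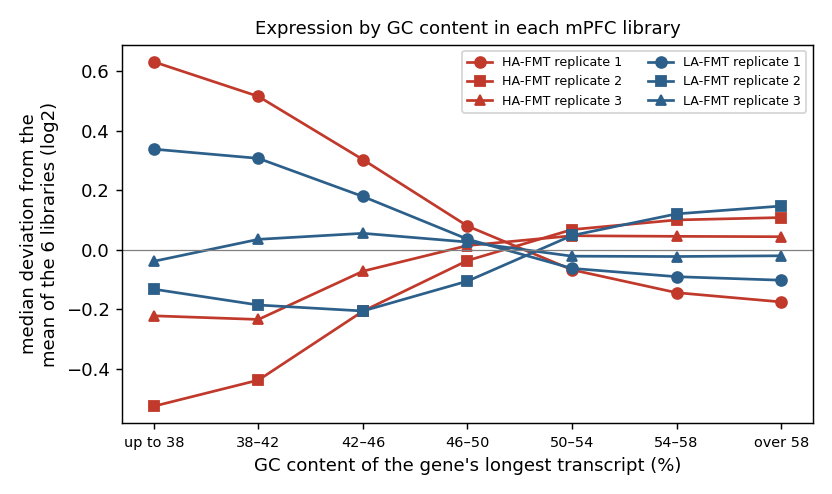
Median deviation of log2(FPKM + 0.1) from the mean of the 6 mPFC libraries, by the GC content of each gene's longest transcript, with 1 line per library. In genes with a GC content up to 38% the median deviation was 0.63 in HA-FMT replicate 1 and -0.53 in HA-FMT replicate 2.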

RNA sequencing revealed 139 differentially expressed genes between cohorts, comprising 46 upregulated and 93 downregulated transcripts in HA-FMT recipients relative to LA-FMT controls (Figures 6A, B) (Supplementary Table 2). 

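At the paper's threshold, an unadjusted p of at most 0.05, limma gave 412 of the 18576 genes tested, of which 256 were higher and 156 were lower in HA-FMT recipients. Chance alone gives 928.8 genes at this threshold. After Benjamini-Hochberg adjustment 0 genes had an adjusted p under 0.05, and the smallest adjusted p from limma was 0.192. Leaving out HA-FMT replicate 1 moved the count most, to 1438 genes, of which 318 were higher and 1120 lower. Of the genes tested, 1270 (6.84%) had FPKM values that did not overlap between the groups, where chance gives 10%. Supplementary Table 2 lists 101 protein-coding genes, 17 pseudogenes and 21 genes of other kinds, and its counts average under 10 for 24 of them. The filter on mean FPKM kept 128 of these 139 genes. All 128 changed in the direction given in that table, and 88 of them had an unadjusted limma p of at most 0.05. With limma p-values adjusted over the list alone 31 of the 128 were under 0.05, and adjusted over all genes tested 0 were. The study chose the list on these same samples, so the count adjusted over the list alone is not independent evidence. Nr4a2, a nuclear receptor gene on chromosome 2 from 56996842 to 57014015, had an FPKM of 3.14 ± 0.775 (SD, n = 3) in HA-FMT and 6.82 ± 1.01 (SD, n = 3) in LA-FMT recipients. Its log2 fold change was -1.11 (standard error 0.20), and it stayed between -1.30 and -0.99 with each library left out in turn. The related gene Nr4a3 on chromosome 4, from 48045153 to 48086447, had an FPKM of 5.10 ± 2.10 (SD, n = 3) against 10.9 ± 2.77 (SD, n = 3), a log2 fold change of -1.12. Btg2 on chromosome 1, from 134002908 to 134006858, was higher in HA-FMT recipients, at 19.4 ± 1.83 (SD, n = 3) against 12.5 ± 0.846 FPKM (SD, n = 3), a log2 fold change of 0.63. In each of these 3 genes every HA-FMT library lay on one side of every LA-FMT library (exact two-sided permutation test, p = 0.1, the smallest that 3 mice against 3 allow). The same held for the processed pseudogene Gm3362, whose log2 fold change was 0.77 and whose fragments can be shared with its parent gene. Eef1a1-ps1, another processed pseudogene, had an FPKM of 3.70 in HA-FMT replicate 2, and from 0.140 to 0.256 in the other HA-FMT libraries and from 0.033 to 0.173 in the LA-FMT libraries. Without HA-FMT replicate 2 its log2 fold change fell from 1.75 to 0.51. Several genes with the smallest limma p-values rested on few fragments. Gm22215 and Gm25014 were each seen as 1 fragment in every HA-FMT library and were listed at 0 in every LA-FMT library. Gm48853 was seen as 3, 2 and 4 fragments in the LA-FMT libraries and was listed at 0 in the HA-FMT libraries.

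**Figure D2:**
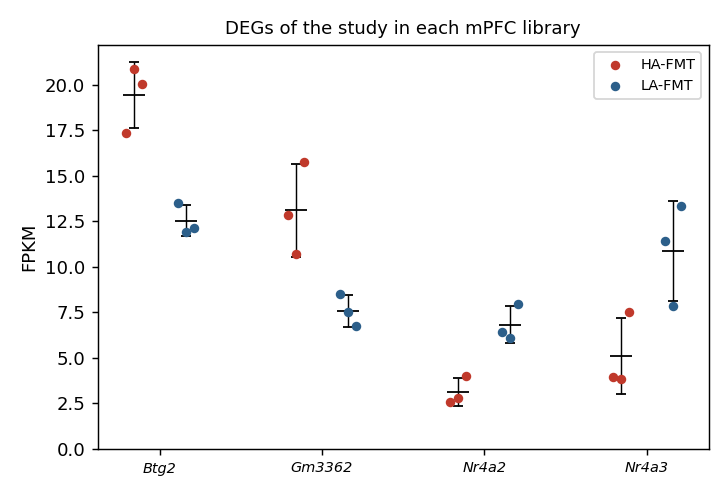
FPKM of 4 DEGs of the study in each mPFC library, with 1 point per mouse and the mean ± SD of the 3 mice in each group. Btg2 and Gm3362 lay higher and Nr4a2 and Nr4a3 lower in HA-FMT recipients, without overlap between the groups.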

Then, gene ontology (GO) functional enrichment analysis of the DEGs was performed, which revealed enrichment in each of the biological processes (BP), cellular components (CC), and molecular functions (MF) (Figure 6C). The enriched BP was mainly relevant to histone modification, protein acetylation, and steroid hormone receptor signaling pathways. 

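GO annotation was not used here, and genes were grouped by symbol instead. The 86 tested genes for histone-modifying enzymes (demethylases, methyltransferases, acetyltransferases and deacetylases) had a median log2 fold change of -0.07, and 54 of them were lower in HA-FMT recipients. limma's camera test, with a preset correlation of 0.01 between genes, gave this set an adjusted p of 0.0593 within a family of 20 gene sets. The value depended on the processing. After rescaling the FPKM to TPM it was 0.0298, after the GC and length correction it was 0.162 with a median log2 fold change of -0.02, and over the alternatives it ranged from 0.0222 to 0.249. The mean of the set did not separate the groups (exact two-sided permutation p = 0.3). The demethylase gene Kdm6b on chromosome 11, from 69289334 to 69304501, had an FPKM of 4.57 ± 1.25 (SD, n = 3) in HA-FMT and 7.04 ± 1.14 (SD, n = 3) in LA-FMT recipients. Its log2 fold change was -0.64 (standard error 0.23), and the groups did not overlap (exact two-sided permutation p = 0.1). The acetyltransferase gene Ep300 on chromosome 15, from 81469552 to 81536278, had an FPKM of 3.05 ± 0.688 (SD, n = 3) against 4.08 ± 0.640 (SD, n = 3), and its groups overlapped (exact two-sided permutation p = 0.2). Kmt2a, with a log2 fold change of -0.35, and the dioxygenase gene Tet3, with -0.33, also overlapped between groups. Prmt6, an arginine methyltransferase gene, went the other way with a log2 fold change of 0.40. The GC and length correction moved Ep300 to -0.31, Kmt2a to -0.20 and Tet3 to -0.19.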

The enriched CC was hemoglobin complex and haptoglobin−hemoglobin complex. 

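Of the hemoglobin genes, 6 passed the filter on mean FPKM, and 5 of them were higher in HA-FMT recipients, with a median log2 fold change of 0.29. Hba-a1 on chromosome 11, from 32233511 to 32234465, had an FPKM of 44.0 ± 5.96 (SD, n = 3) in HA-FMT and 33.4 ± 2.95 (SD, n = 3) in LA-FMT recipients, a log2 fold change of 0.39. Hbb-bt on chromosome 7, from 103461731 to 103463203, had 15.7 ± 4.09 (SD, n = 3) against 9.71 ± 0.961 FPKM (SD, n = 3), a log2 fold change of 0.66. Hbb-bs, its near-identical neighbour, had a log2 fold change of 0.36. The groups did not overlap in these 3 genes (exact two-sided permutation p = 0.1 for each). Hba-a2 had a log2 fold change of 0.23, its groups overlapped and without HA-FMT replicate 3 its log2 fold change was -0.00024, and Hbq1a had a log2 fold change of -0.41. Fragments from near-identical copies such as Hba-a1 and Hba-a2 can be assigned to either, so the split between copies is uncertain. camera gave the 6 genes an adjusted p of 0.0246, with a range from 1.8e-05 to 0.542 over the alternatives. Estimating the correlation between the genes from the data moved this value to 0.533, and limma's fry test gave 0.464. Without HA-FMT replicate 3 the camera value was 0.256, and without LA-FMT replicate 3 it was 0.259. The mean of the 6 genes did not separate the groups (exact two-sided permutation p = 0.2).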

The enriched MF was mainly related to the transcription coregulator activity, nuclear receptor binding, and nuclear estrogen receptor binding (Figure 6C). Furthermore, reactome functional enrichment analysis revealed a significant overlap of DEGs with 5 pathways (Figure 6D). 

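The 36 tested genes for nuclear receptors and their coregulators, grouped by symbol, had a median log2 fold change of -0.18 and 33 of them were lower in HA-FMT recipients. Their camera adjusted p was 3.8e-05, with a range from 0.000274 to 0.00143 when each library was left out in turn. With the correlation between genes estimated from the data the value was 0.248, and from fry it was 0.397. The mean of these genes did not separate the groups (exact two-sided permutation p = 0.2). Receptor genes with other symbols, such as those starting with Rar or Rxr, were not in the set. Of the 36 genes, 5 are also on another list tested here. Among them are Nr4a2 and Nr4a3 as immediate early genes and Nr1d1 and Nr1d2 as circadian clock genes. The set's result is therefore not separate from those of these lists. The coactivator gene Ppargc1b on chromosome 18, from 61431207 to 61533502, had an FPKM of 1.33 ± 0.161 (SD, n = 3) in HA-FMT and 1.89 ± 0.239 (SD, n = 3) in LA-FMT recipients, a log2 fold change of -0.48. The corepressor gene Bcor on chromosome X, from 11902979 to 12026594, had 4.39 ± 0.120 (SD, n = 3) against 5.36 ± 0.462 FPKM (SD, n = 3). Spen, a transcription repressor gene on chromosome 4 from 141195201 to 141265908, had 5.61 ± 1.13 (SD, n = 3) against 7.66 ± 0.537 FPKM (SD, n = 3). Bcor and Spen are DEGs of the study whose symbols are not among those of the 36 genes, so they did not enter the set's test. None of these 3 genes overlapped between the groups (exact two-sided permutation p = 0.1 for each). Their adjusted p from limma over all genes tested was 1.00.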

The most significant enrichment was solute carrier (SLC)−mediated transmembrane transport (Figure 6D). 

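Of the 139 DEGs, 5 are solute carrier genes. Slc22a6 on chromosome 19, from 8595403 to 8605663, had an FPKM of 1.07 ± 0.361 (SD, n = 3) in HA-FMT and 1.76 ± 0.334 (SD, n = 3) in LA-FMT recipients, a log2 fold change of -0.70 (standard error 0.26). Slc13a4 on chromosome 6, from 35244892 to 35285066, had 1.34 ± 0.462 (SD, n = 3) against 2.26 ± 0.939 FPKM (SD, n = 3), a log2 fold change of -0.68. Slc24a4 on chromosome 12, from 102094992 to 102233350, had 4.96 ± 0.361 (SD, n = 3) against 6.38 ± 0.970 FPKM (SD, n = 3), a log2 fold change of -0.35. The groups overlapped in these 3 genes (exact two-sided permutation p = 0.2 for each). The other two were higher in HA-FMT recipients and did not overlap (exact two-sided permutation p = 0.1 for each). Slc40a1 on chromosome 1, from 45947228 to 45965683, had 1.25 ± 0.067 (SD, n = 3) against 0.944 ± 0.038 FPKM (SD, n = 3). Slc35d2 on chromosome 13, from 64244122 to 64277182, had 0.167 ± 0.064 (SD, n = 3) against 0.052 ± 0.016 FPKM (SD, n = 3), and rested on mean counts of 11.3 and 3.67 fragments. Over the whole family, 286 genes whose symbols start with Slc were tested, of which 156 were lower and 130 higher in HA-FMT recipients. The median log2 fold change of the family was -0.02. At an unadjusted limma p of at most 0.05 there were 5 of the 286 genes, where chance gives 14.3. camera gave the family an adjusted p of 0.418. Its direction reversed without HA-FMT replicate 1 (adjusted p 0.943) and without LA-FMT replicate 2 (adjusted p 0.818).

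**Figure D3:**
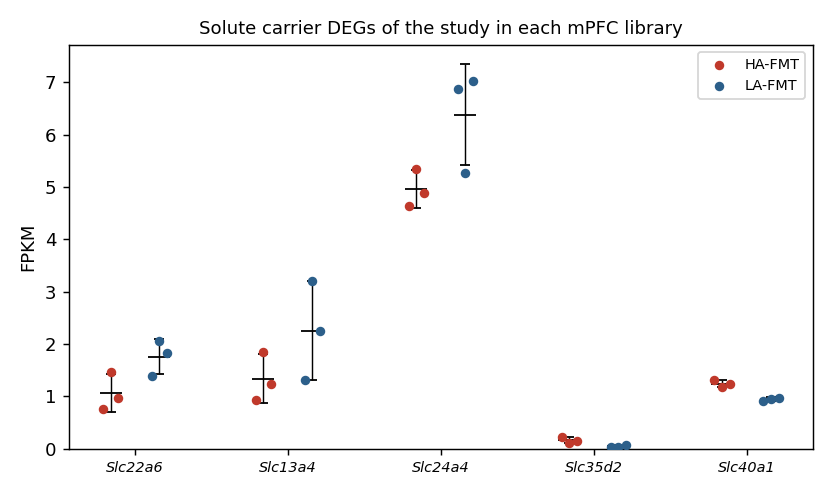
FPKM of the 5 solute carrier DEGs in each mPFC library, with 1 point per mouse and the mean ± SD of the 3 mice in each group. Slc24a4 had the highest FPKM of the 5, at 4.96 in HA-FMT and 6.38 in LA-FMT recipients.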

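The overlap of the DEGs with these gene groups was counted over the 18576 genes tested, of which 128 are DEGs of the study. Solute carrier genes made up 5 of the 128, where 1.97 are expected from the size of the family (one-sided Fisher's exact test, adjusted p = 0.0481 over 4 comparisons). Histone-modifying enzyme genes made up 4, where 0.593 are expected (adjusted p = 0.00394 from the same exact test). Nuclear receptor and coregulator genes made up 3, where 0.248 are expected (adjusted p = 0.00387 from the same exact test). Hemoglobin genes made up 2, where 0.041 are expected (adjusted p = 0.00278 from the same exact test). The groups were written after the study's list of DEGs had been read, and the DEGs were chosen on these libraries, so the overlaps describe that list. From the terms and pathways in which the DEGs were enriched, the paper proposes a mechanism between the gut microbiota and the brain that acts on transcription, proteins and synapses.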

The convergence of regulation of transcription, protein acetylation, steroid signaling, and transmembrane transport pathways suggested a gut microbiota-brain axis mechanism involving transcriptional reprogramming, modification of proteins, and synapse modulation.

**FIGURE 6:**
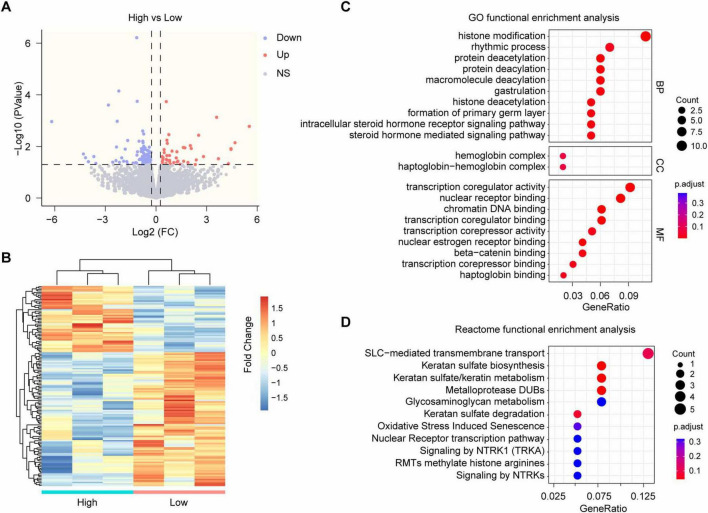
RNA-sequence analysis of mPFC in mice receiving fecal microbiota transplants from high- and low-anxiety donors. **(A)** Volcano plot of the differentially expressed genes (DEGs) of mPFC in mice transplanted with fecal microbiome from high- and low-anxiety mice. *n* = 3 mice/group. **(B)** Hierarchical clustering based on the expression profiles of DEGs. **(C)** GO functional enrichment analysis of DEGs. **(D)** Reactome functional enrichment analysis revealed a significant overlap of DEGs.

### 3.7 Gut microbiota affects neuronal activity in mice

Given that the transcriptomic analysis of the mPFC from mice transplanted with anxiety-associated microbiome, gut microbiota may affect neuronal function in the mPFC. Therefore, we next employed *in vivo* fiber photometry to quantify real-time neuronal dynamics in the mPFC of FMT recipients in EPM (Figure 7A). We injected the AAV-Syn-GCaMP6s virus into the mPFC and then implanted optical fibers above the mPFC for recordings of GCaMP fluorescence (Figure 7B). To evaluate the Ca^2+^ activity of neurons during the exploration of innately anxiogenic environments in EPM, fluorescence signals from mPFC neurons were measured when mice moved between the arms (Figure 7C). Heatmaps showed that the activity of mPFC neurons significantly increased when mice transitioned from the closed arms to the open arms in HA-FMT recipients (Figure 7D). The average and maximum GCaMP fluorescence changes (Z-score) were significantly higher in HA-FMT recipients than in LA-FMT recipients when mice moved from the closed arms to the open arms, indicating an innate anxious state (Figures 7E, F, *t* = 2.74, *p* = 0.0337). Although mPFC neuron activity decreased marginally in HA-FMT compared to LA-FMT recipients during the open-to-closed arm transition, the change was not statistically significant (Figures 7G–J, *t* = 0.7787, *p* = 0.4657). These findings demonstrated that gut microbiota affected mPFC neuron activity.

**FIGURE 7:**
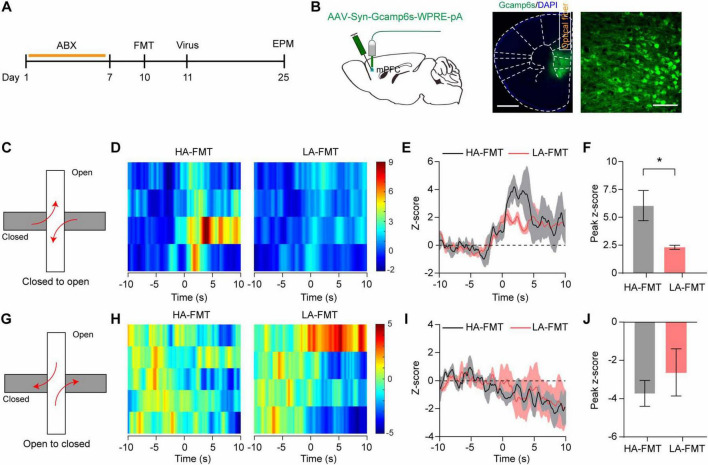
Medial prefrontal cortex (mPFC) neuron activity in mice receiving FMT from high- and low-anxiety donors. **(A)** Experimental design. **(B)** Schematic of fiber photometry and represented images of Gcamp6s expression and optical fiber above the mPFC in mice transplanted with fecal microbiome from high- and low-anxiety mice. Scale bar, 1000 μm (left) and 100 μm (right). **(C)** Schematic of mice transition from closed to open arms. **(D)** Example heatmaps of normalized Ca^2+^ activity in mPFC neurons before and after mice transition from closed to open arms (10 s interval). **(E,F)** A line graph of average changes **(E)** and statistics of maximum changes **(F)** in normalized Ca^2+^ activity. *n* = 4 mice/group. **(G)** Schematic of mice transition from open to closed arms. **(H)** Example heatmaps of normalized Ca^2+^ activity before and after 10 s of mice moved from open to closed arms. **(I,J)** A line graph of average changes **(I)** and statistics of maximum changes **(J)** in normalized Ca^2+^ activity. *n* = 4 mice/group. Data are the mean ± s.e.m. ns, no significant, *P < 0.05. *P*-values were determined by a two-tailed unpaired *t*-test.

## 4 Discussion

Growing research highlights the pivotal role of microbiota in modulating brain function and behavioral responses. The results of this study provide evidence for a microbiota-gut-brain axis that influences mPFC neural activity and modulates innate anxiety behavior in adult male C57 mice. Some strains of mice displayed enhanced innate anxiety in comparison with C57BL/6 mice (Ugursu et al., 2024). We identified innate high- or low-anxiety phenotypes of C57BL/6 mice in the EPM. Our data indicate that the relative abundance of *Lactobacillus, Campylobacteria, and Parabacteroides* was decreased in the high-anxiety mice. Consistent with the clinical trial and mice model, studies indicated probiotic *Lactobacillus* could relieve anxiety (Lew et al., 2019; Zhu et al., 2023; Weng et al., 2024). In line with previous reports (Foster and McVey Neufeld, 2013; Cryan et al., 2019), we also found ABX-treated mice showed reduced anxiety-like behavior. The importance of considering gender and age in research exploring the role of gut microbiota in mood disorders has been recognized (Clarke et al., 2012; Desbonnet et al., 2015; Leclercq et al., 2017; Bayrer et al., 2023; Bridgewater et al., 2017; Zhang et al., 2021). This investigation did not specifically examine the gut microbiota composition of female mice and developmental phases (neonatal and juvenile), highlighting the necessity for subsequent research to investigate the impact of age and sex on the microbiome in innate anxiety behavior. While the limitation in the paper was that FMT studies were not conducted in germ-free (GF) mice primarily due to cost-effectiveness, as GF models demand specialized isolators and higher resources. Conventional SPF mice provide a practical model with a fully developed immune system, enabling investigation of microbiota-immune dynamics in a physiologically relevant context (Ganal et al., 2012). However, the inherent limitation lies in the resident microbiota potentially impeding donor engraftment and complicating result interpretation through competitive interactions; this was mitigated by standardized antibiotic pretreatment to optimize colonization. From a scientific perspective, complementary GF mouse studies are valuable for assessing the direct functional impact of transplanted microbiota without confounding pre-existing commensals.

The mPFC is widely accepted as a key component of the neural circuitry underlying anxiety-related behaviors. In human post-traumatic stress disorder and generalized anxiety disorder, the mPFC is a critical site for anxiety (Greenberg et al., 2013; Rauch et al., 2006). In primates, anxiety can be regulated by the prefrontal cortex (PFC) (Kenwood et al., 2022). In rodents, mPFC-involved circuits including BLA (Liu et al., 2023; Felix-Ortiz et al., 2016; Shen et al., 2023; Shen et al., 2019), CeA (Chen et al., 2021), and hippocampus (Adhikari et al., 2011; Adhikari et al., 2010) encode stress and anxiety. Subdiaphragmatic vagotomy (Klarer et al., 2014) and chronic vagal afferent lesions (Krieger et al., 2022) both impair gut-to-brain signaling, reducing anxiety-like behaviors via GABAergic dysregulation in the PFC and amygdala, respectively. These findings highlight the critical role of gut and some brain regions in anxiety regulation. In accordance with above, we not only observed an increased cFOS expression in the mPFC, BLA, and CeA of the high-anxiety FMT recipients with anxiety-like behaviors but also noted a significant abundance of cFOS expression in the mPFC. Combining with transcriptomic analysis that gut microbiota may affect neuronal function in the mPFC, we utilized *in vivo* fiber photometry to quantify real-time neuronal dynamics and observed an increase in neural activity within the mPFC of HA-FMT recipients when mice transitioned from closed to open arms in the EPM, indicating an innate anxious state. Whereas, this study did not form a connection between the brain and vagus nerve in the modulation of anxiety, especially gut microbiota as major sources of stimulation. Thus, it is necessary for us to map out the up-downstream circuits of gut-bain and explore the precise molecular and circuitry mechanisms underlying the regulation of innate anxiety in future studies.

Gut microbiota may contribute to anxiety regulation through multiple pathway-microbial metabolism including neurotransmitters (metabolized by gut microbiota), endocrine pathways, immune responses (inflammatory metabolites produced by gut microbiota) and so on. To elucidate the gut microbiota-brain axis mechanism, we conducted RNA sequencing of mPFC in mice transplanted with fecal microbiome from high and low-anxiety mice and revealed the involvement of SLC transporters. Nonetheless, we may continue to explore the mechanisms through which microbiota-derived metabolites regulate cellular activity and innate anxiety in the mPFC. Previous research has shown that microbiota-derived metabolites impact microglia-mediated synaptic pruning, thereby indirectly affecting excitatory neurons within the medial prefrontal cortex and modulating fear extinction behavior (Chu et al., 2019). Furthermore, microglia serve as a potential target for addressing and resolving microglia heterogeneity in mice exhibiting innate high anxiety (Ugursu et al., 2024). Additionally, gut microbial short-chain fatty acids (SCFAs) and polyunsaturated fatty acids (PUFAs) play a role in modulating the innate anxiety response (Ren et al., 2022; Wu et al., 2022). Therefore, microbiota-derived metabolites (i.e., fatty acids) may also exert an influence on other cell subsets in the mPFC (such as microglia), thereby indirectly modulating excitatory neurons and innate anxiety behavior. Morever, the the specific mechanism is complex. Jiang et al. (2024) eluciate the role and recent advancements in the microbiota-gut-brain axis concerning the mechanism of anxiety disorders through neurotransmitters (e.g., GABA, DA, NE, and 5-HT etc., metabolized by gut microbiota), endocrine pathways [e.g., glucocorticoids (GCs), short-chain fatty acids (SCFAs), fatty acid amides (FAAs), 4-ethylphenylsulfate (4EPS), and secondary bile acids (SBAs) etc.], and immune responses (pro-inflammatory and anti-inflammatory metabolites produced by gut microbiota). New gut microbiota metabolites related to anxiety may continue to be discovered, offering new insights into the pathophysiological mechanisms of anxiety and the development of novel therapeutic strategies.

In summary, this study establishes a gut-microbiota-mPFC neural axis as a key regulator of innate anxiety. We demonstrate that gut microbial composition modulates anxiety behaviors through mPFC neuronal activity, with distinct microbial signatures differentiating high- and low-anxiety phenotypes. Our findings reveal that microbial depletion alleviates anxiety while fecal microbiota transplantation transfers anxiety traits, accompanied by microbiota-dependent mPFC hyperactivity. Taken together, our findings demonstrate that gut microbiota regulates anxiety by modulating brain neuronal activity, highlighting microbiota-targeted therapies could restore gut-brain communication and alleviate anxiety-related disorders.

## Data Availability

The raw data of 16S rRNA gene sequences has been deposited to NCBI Sequence Read Archive under BioProject PRJNA1229838. Data of RNA-seq has been deposited in the Gene Expression Omnibus under Accession Number GSE290997.

How the deposited data were processed for this re-analysis (not part of the article)

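RNA sequencing of the mPFC covered 6 mice, 3 HA-FMT and 3 LA-FMT recipients. The authors prepared libraries, trimmed reads with fastp at default settings, aligned them with HISAT2, assembled transcripts with StringTie and quantified them with RSEM; for this sequencing, the paper's text names no tool versions, annotation or genome build. The authors deposited the values as FPKM per gene and library, without rescaling to a common sum. All 6 columns were mapped to mice by their sample labels, and the groups follow the paper.

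From the FPKM, the fragments behind each library were worked out from single-exon RNA genes. In these genes 100% of the low values were whole multiples of 1 fragment, at a tolerance of 0.02. The libraries held between 19723192 and 22040936 fragments. Whole fragments were recovered for 99.9% of the genes above 0. In simulated tables the same steps recovered 6 of 6 library totals and all counts of 2964 of 3000 genes. Counts were used for precision and for an added alternative only, since the deposited unit is FPKM.

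Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend) on log2(FPKM + 0.1), over the 18576 genes with a mean FPKM of at least 0.1, with Benjamini-Hochberg adjustment. Every adjusted p of a gene comes from this limma fit. Gene sets were tested with limma's camera at a preset correlation of 0.01, with the 20 sets adjusted as 1 family. Of these, 17 were lists of genes, and the solute carrier, histone-modifying enzyme and nuclear receptor sets were defined by symbol. The lists were written before the deposited values were examined, but after the study's list of DEGs had been read. Single values were compared with exact permutation tests. Overlaps were tested with Fisher's exact test. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

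limma was tested on simulated data built from the means and spreads of 11945 genes, with 200 genes changed by a log2 fold change of 2 or -2, in 40 draws. With variances drawn from limma's fitted prior, a mean of 184.4 of the 200 changed genes had an adjusted p under 0.05, and unchanged genes made up a mean of 4.43% of the calls, with a range from 1.60% to 8.54%. With each gene's own SD as its spread, the mean share of unchanged genes among the calls was 5.10%, with a range from 1.60% to 8.92%. A single draw made first, with each gene's own SD, had 22 unchanged genes among 211 calls (10.4%), above the limit of 10% set for it and above both ranges. The limit was then set on the mean of the 40 draws. The simulated genes had a mean FPKM of at least 1, and their noise was drawn independently for each gene. The real libraries share a GC trend, the fit also covers lower genes, and most genes named here changed by less than 2. The draws therefore do not give the error rate or the power on the real libraries.

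The genes named were chosen by a rule written before the data were examined. They are the 5 genes with the smallest p in each direction in Supplementary Table 2, the genes of that table described as solute carriers, hemoglobins, histone or DNA modifying enzymes, nuclear receptors, coregulators or circadian genes, the 5 genes with the smallest limma p in each direction, Fos, the members of the gene lists reported, and DEGs within 1 Mb of each other. Marchf5, Cpeb3, Fgfbp3 and the comparison of Arc between libraries were chosen after their values were seen. So were Eef1a1-ps1's value without 1 library and the order of the libraries in the solute carrier DEGs.

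The lists not described elsewhere had these camera adjusted p-values. Microglia had 0.0843, which passed the threshold with pseudocount 1 (0.0297), a mean FPKM of at least 1 (0.0338), limma-voom (0.0234) and without LA-FMT replicate 2 (0.0166), and was 0.654 without HA-FMT replicate 1 and 0.563 without LA-FMT replicate 1. Of the others, sex chromosome genes had 0.354 (0.0023 without HA-FMT replicate 1), astrocytes 0.453, choroid plexus, endothelial cells and oligodendrocyte precursors 0.558 each, striatal projection neurons 0.645, excitatory neurons 0.748, inhibitory neurons and mural cells 0.816 each, and oligodendrocytes 0.840.

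The alternatives set before the data were examined were 2 other pseudocounts, 2 other filters, 3 other scalings, eBayes without a trend, the replicate number as a block, a minimum fold change of 1.2, camera with an estimated correlation, fry, and leaving out each library. A correction for GC content and transcript length, taken from the longest transcript of each gene in GENCODE's mouse annotation by gene identifier, and limma-voom on recovered counts were chosen after seeing the data. The correction could be made for 96.9% of the genes tested. GO and Reactome annotation, 16S sequencing, behaviour, c-FOS staining and fiber photometry were not analysed here.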

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

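The tests of explanations in this part were chosen after the results had been seen. The paper does not report on the 5 gene lists below as such, although it discusses the hemoglobin complex, c-FOS protein, corticosterone and steroid hormone receptor signaling, which bear on 3 of them. limma's camera placed each list past an adjusted p of 0.05. With the correlation between genes estimated from the data, or with fry, 0 of the 20 gene sets were past that threshold, so the 5 results rest on camera's preset correlation of 0.01. Over the 20 sets, camera placed 7 past the threshold with the real groups, and 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many. No split count can fall under 1 of 10 with 3 mice against 3. The lists were written after the study's DEGs, chosen on these same libraries, had been read. For lists that hold such DEGs, the camera results and the split counts are therefore not independent of that choice.

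The 18 leptomeningeal fibroblast genes had a median log2 fold change of -0.29, and 16 of them were lower in HA-FMT recipients (camera adjusted p 1.2e-06, from 3.0e-11 to 0.464 over the alternatives). None (0) of them is among the study's DEGs, and 13 have a mean FPKM of at least 1. Outside the list, the DEGs Slc22a6 and Slc13a4 ordered the libraries as the list's mean did. In all of these HA-FMT replicate 1 was lowest and LA-FMT replicate 2 highest. The solute carrier DEGs Slc24a4, Slc35d2 and Slc40a1 did not follow that order. A shared order does not settle the source of Slc22a6 and Slc13a4, but their difference may not be separate from this list's. The most abundant, Igfbp2 and Mgp, had log2 fold changes of 0.12 and -0.31. The correction for GC content and length left the list at an adjusted p of 1.0e-05, which argues against the GC trend as the whole cause. Without HA-FMT replicate 1 the value was 0.0534, so this library carries part of the result. A candidate explanation is a difference in how much leptomeningeal tissue stayed on the dissected mPFC. The list's mean did not separate the groups (exact two-sided permutation p = 0.2), and 2 of the 10 splits gave a camera p as small, so this explanation, a difference caused by the microbiota and the grouping of single mice cannot be told apart.

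The 5 red blood cell genes had a median log2 fold change of 0.36 and all 5 were higher in HA-FMT recipients (camera adjusted p 5.8e-05, from 3.1e-06 to 0.397 over the alternatives). Of the 5, 4 are also hemoglobin genes and 2 are among the study's DEGs. The mean of the list did not overlap between the groups (exact two-sided permutation p = 0.1), and 1 of the 10 splits gave a camera p as small. After the GC and length correction the value was 0.00020. Blood left in the tissue is a candidate explanation. Alas2, the member of the list that is not a hemoglobin gene, had a log2 fold change of 0.36 (standard error 0.19), and its own groups overlapped. Its value is the list's median, so the match with that median is by construction. Blood content and an effect of the microbiota cannot be told apart on 3 mice per group.

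The 20 immediate early genes had a median log2 fold change of -0.38, and 16 were lower in HA-FMT recipients (camera adjusted p 0.00025, from 1.1e-07 to 0.943 over the alternatives); 6 of them are among the study's DEGs. After the GC and length correction the value was 0.00026. Leaving out HA-FMT replicate 1 reversed the direction, with an adjusted p of 0.943, so a single library may account for the list's result. In that library the FPKM of Arc was 82.6, against 199.8 to 277.7 in the other 5. Nr4a2 was lower without that library too, with a log2 fold change of -0.99, so it does not rest on it. In 3 of the 10 splits the camera p was as small, and the list's mean did not separate the groups (exact two-sided permutation p = 0.3). Fos, whose protein the paper stained, had a log2 fold change of -0.11 (standard error 0.26), and of 0.22 without HA-FMT replicate 1.

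The 14 circadian clock genes had a median log2 fold change of -0.18, and 13 were lower in HA-FMT recipients (camera adjusted p 0.00025, from 1.4e-05 to 0.248 over the alternatives), while Arntl was higher with a log2 fold change of 0.16. Of the list, 3 genes are among the study's DEGs. The list's mean did not overlap between groups (exact two-sided permutation p = 0.1), 1 of the 10 splits gave a camera p as small, and the GC and length correction left it at 0.00020. A candidate explanation is a difference in clock phase, such as the time of day of dissection. The mean of Per1, Per2, Per3, Ciart, Dbp, Nr1d1, Nr1d2, Tef and Hlf minus that of Arntl, Clock and Npas2 had an exact two-sided permutation p of 0.3 on the deposited values and of 0.1 after the correction, which is the smallest possible. Time of dissection and an effect of the microbiota cannot be told apart by 3 mice per group.

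The 10 glucocorticoid responsive genes had a median log2 fold change of -0.18 and all 10 were lower in HA-FMT recipients (camera adjusted p 0.0064, from 0.00090 to 0.464 over the alternatives). The GC and length correction gave 0.0021. Without HA-FMT replicate 1 the value was 0.249 and without LA-FMT replicate 3 it was 0.251, and the direction was kept in both. In 2 of the 10 splits the camera p was as small, and the list's mean did not separate the groups (exact two-sided permutation p = 0.3). Single libraries and a difference between the groups cannot be told apart for this list.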

How the results depend on the processing

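The count of genes at an unadjusted p of at most 0.05 was 412 and moved by more than 1.5 times under these settings. Only genes with a mean FPKM of at least 1 gave 175 (116 higher, 59 lower) and no filter gave 646 (383 higher, 263 lower), with fewer and more genes tested. limma-voom on recovered counts, chosen after seeing the data, gave 206 (107 higher, 99 lower). The replicate number as a block gave 950 (516 higher, 434 lower). Across the 6 fits that each left out one library the count went from 244 to 1438, with 167 to 387 higher and 77 to 1120 lower. The highest came without HA-FMT replicate 1 and the lowest without LA-FMT replicate 3. The GC and length correction gave 514 genes with 271 lower. The share higher in HA-FMT was 62.1%, and it was 50.3% after rescaling to TPM (185 of 368), 47.3% after the GC and length correction and 51.9% with limma-voom. Except where a construction is named, the cause was not tested.

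For adjusted p under 0.05 the count was 0 under every setting run except eBayes without a trend, which gave 6 genes, against 512 genes at an unadjusted p of at most 0.05 there. Since no count can be under the real 0, 10 of the 10 splits gave as many by construction, and that comparison says nothing about the grouping. The study DEGs at an unadjusted p of at most 0.05 numbered 88. They were 51 with a mean FPKM of at least 1, where 75 of them were tested, and from 42 to 80 across the 6 fits that left out one library. The real split gave the most such genes of the 10 splits (1 of 10), on a list chosen on these libraries. For all genes 6 of the 10 splits gave as many as the real one.

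The groups share replicate numbers 1 to 3, so the number was also fitted as a block. Same-numbered libraries correlated at 0.250, 0.265 and 0.049 in their deviations from the group means, across genes. Libraries with different numbers correlated at between -0.268 and -0.015. After the GC and length correction the same-numbered values were 0.120, 0.164 and 0.053, against -0.178 to 0.052 for different numbers. Same-numbered libraries thus tended to be more alike. With 3 mice per group this does not settle whether the numbers pair the mice. With the block, 950 genes (516 higher, 434 lower; 5.11% of those tested, where chance gives 5%) had an unadjusted p of at most 0.05 and 0 an adjusted p under 0.05, the hemoglobin genes had a camera adjusted p of 0.0674 and the histone-modifying enzyme genes 0.0246.

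Hemoglobin genes left the threshold with no filter (0.542), after the GC and length correction (0.0532), with the estimated correlation (0.533) and with fry (0.464), and ranged from 0.0222 to 0.259 with one library left out. In 2 of the 10 splits their camera p was as small. Histone-modifying enzyme genes passed the threshold with pseudocount 1 (0.0362), a mean FPKM of at least 1 (0.0318), no filter (0.0480), TPM (0.0298), median-of-ratios scaling (0.0308) and limma-voom (0.0234), and ranged from 0.0222 to 0.249 with one library left out. They stayed outside it with the GC and length correction (0.162), pseudocount 0.01 (0.0712), quantile normalization (0.0741), the estimated correlation (0.248) and fry (0.190). In 1 of the 10 splits, the real one, their camera p was as small. Nuclear receptor and coregulator genes passed in all settings except the estimated correlation (0.248) and fry (0.397), and 1 of the 10 splits, the real one, gave a camera p as small. Solute carrier genes ranged from 0.0535 to 0.943 with one library left out and passed the threshold in none of the settings run, and 6 of the 10 splits gave a camera p as small. The number of the 20 sets past the threshold was 7, was 0 with the estimated correlation and with fry, and went from 4 to 9 with one library left out.

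Leaving out 1 library also reversed the direction of lists. Solute carrier genes reversed without HA-FMT replicate 1 (0.943) and LA-FMT replicate 2 (0.818). Astrocytes (0.283 to 0.943 with one library left out) and immediate early genes (1.1e-07 to 0.943) reversed without HA-FMT replicate 1, at 0.943 each. Endothelial cells (0.227 to 0.975), excitatory neurons (0.211 to 0.943, reversed at 0.886) and striatal projection neurons (0.0796 to 0.943, reversed at 0.0796) reversed without LA-FMT replicate 1. Mural cells (0.506 to 0.945) reversed without HA-FMT replicate 3 (0.799) and LA-FMT replicate 1 (0.945). Inhibitory neurons (0.695 to 0.961) reversed without HA-FMT replicate 3 (0.823) and LA-FMT replicate 2 (0.961). Oligodendrocytes (0.0251 to 0.901) reversed without HA-FMT replicate 2 (0.0251) and LA-FMT replicate 1 (0.695).

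The log2 fold changes of the following genes named in the text reversed, while the other members of the lists were followed only as lists. Without HA-FMT replicate 1, the log2 fold change of Fos was 0.22 (from -0.27 to 0.22 with one library left out) and the log2 fold change of Arc was 0.15 (from -0.73 to 0.15). The log2 fold change of Hba-a2 went from -0.00024, without HA-FMT replicate 3, to 0.40. The log2 fold change of Igfbp2 went from -0.10, without LA-FMT replicate 1, to 0.44, and was at -0.09 without HA-FMT replicate 2. The log2 fold change of Marchf5 was -0.015 with TPM, -0.00260 with median-of-ratios scaling, -0.00386 with quantile normalization and -0.067 with the GC and length correction, and went from -0.062 to 0.090 with one library left out. The log2 fold change of Clock went from -0.63 to 0.13, and was above 0 without HA-FMT replicate 2 (0.13) and LA-FMT replicate 1 (0.013). The log2 fold change of Nr1d1 went from -0.25 to 0.010, without HA-FMT replicate 1. The log2 fold change of Tef went from -0.13 to 0.024, without LA-FMT replicate 2, and was at 0.0053 without HA-FMT replicate 1.

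The alternatives written for a table of counts (edgeR, DESeq2 and their filters) were not run, since the table holds FPKM. limma-voom gave no value for genes with under 10 recovered fragments in more than 3 libraries. Depth limits the lowest genes, where 1 fragment per library decides a value.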

Differences from the paper's values

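The paper reports 139 DEGs at an unadjusted p of at most 0.05, and limma gave 412. Of the alternatives set before the data were examined, a mean FPKM of at least 1 gave 175, within 1.5 times the paper's value, and the others did not. limma-voom on recovered counts, chosen after seeing the values, gave 206, also within 1.5 times. The paper reports 46 genes higher in HA-FMT recipients and limma gave 256; none of the alternatives closed this gap. The paper reports 93 genes lower and limma gave 156. Pseudocount 0.01 gave 138, and leaving out LA-FMT replicate 1 or LA-FMT replicate 3 gave 134 or 77, within 1.5 times the paper's value, and the other alternatives set before the data were examined did not. limma-voom, chosen after seeing the values, gave 99.

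Supplementary Table 2 gives a log2 fold change for 39 named genes that were tested, and 9 differed by more than the larger of the replicate SD and the paper's standard error, taken as its log2 fold change over its test statistic. The values here are on the log2(FPKM + 0.1) scale, which understates low genes. For 4931408D14Rik the paper's value is -2.30 and limma gave -1.29, for Dct -2.20 and -1.25, for Eef1a1-ps1 3.59 and 1.75, for Gm17167 -1.73 and -0.87, for Gm21586 -4.00 and -1.64, and for Slc35d2 1.64 and 0.79. For 3 genes a group is listed at 0, so the fitted value depends on the pseudocount, and a match or mismatch with the paper decides nothing for them. The paper's value is 4.45 for Gm2011, 5.53 for Gm2446 and -4.30 for H2ac7, and limma gave 2.39, 1.93 and -1.95. With pseudocount 0.01 all 9 fell within the paper's value. With rescaling to TPM, 8 of the 9 did, all except Gm2446, at 3.34. Rescaling to TPM raised every value while the pseudocount stayed at 0.1, since each library's FPKM summed to less than the TPM total. It thus also acts as a smaller pseudocount and is not a separate explanation of the gap. Leaving out one library also did so for 4931408D14Rik (LA-FMT replicate 1), Eef1a1-ps1 (HA-FMT replicate 1 or 3), Gm17167 (HA-FMT replicate 2, LA-FMT replicate 2 or 3), Gm21586 (LA-FMT replicate 3) and Slc35d2 (HA-FMT replicate 2 or LA-FMT replicate 3). The other alternatives set before the data were examined did not. limma-voom, chosen after seeing the values, did so for 4931408D14Rik, Dct and Gm17167.

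The paper names solute carrier transport as its most enriched Reactome pathway. With genes grouped by symbol, solute carrier genes had the largest Fisher's exact adjusted p of the 4 groups counted, at 0.0481. Reactome pathways were not analysed here.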

Other observations

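The tests of explanations in this part were chosen after the results had been seen. Fewer genes passed an unadjusted p of 0.05 than chance gives, 2.22% of the genes tested. A trend on GC content inflates the spread within groups and could lower this share. With the trend on GC content and length taken off, the share was 2.85%, still under 5%, which argues against that trend as the whole cause. The shortfall was not there under every alternative. Without HA-FMT replicate 1 the share was 7.74%, above 5%, and without each of the other libraries in turn it was between 1.31% and 3.20%. The fit on all 6 libraries with the replicate number as a block had no shortfall either. Other differences between single mice or libraries stay open.

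The largest axis of variation between the libraries held 55.5% of the variance. Scaling by median-of-ratios factors left 54.8% on it, which argues against library scaling. Its scores did not separate HA-FMT from LA-FMT (exact two-sided permutation p = 0.8). Its loadings followed GC content (Spearman rho -0.713, across genes), which is consistent with a difference in library preparation, RNA quality or amplification. The correction left 39.6% of the variance on the first axis. Among the 10 splits, one set HA-FMT replicate 1, LA-FMT replicate 1 and LA-FMT replicate 3 against the others. It gave 5749 genes at an unadjusted p of at most 0.05 and 1412 at an adjusted p under 0.05, against 412 and 0 for the real split. After the GC and length correction it gave 3665 and 1, against 514 and 0 for the real split. No batch is given for the libraries.

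Among the study's DEGs, Btaf1, 4931408D14Rik and Ide lie within 1 Mb on chromosome 19. Ide, from 37246142 to 37340010, had an FPKM of 5.77, 4.89 and 5.15 in HA-FMT replicates 1, 2 and 3, and of 5.51, 9.68 and 11.6 in LA-FMT replicates 1, 2 and 3. Its log2 fold change was -0.69 (exact two-sided permutation p = 0.2). A copy-number difference across the stretch from Btaf1 to Ide is a possible explanation, but Marchf5, which lies between them from 37184942 to 37199550, had a log2 fold change of 0.020 (standard error 0.10), which argues against 1 difference over the whole stretch. Cpeb3, which also lies between them from 36998691 to 37186000, had a log2 fold change of -0.31 (standard error 0.25), in the direction of Btaf1 and Ide. After the GC and length correction Cpeb3 deviated by 0.19 in HA-FMT replicate 1, 0.27 in LA-FMT replicate 1 and -0.12 in LA-FMT replicate 2. Ide deviated there by -0.55, 0.68 in LA-FMT replicate 2 and -0.49 in LA-FMT replicate 1. Their signs were the same in HA-FMT replicates 2 and 3 and LA-FMT replicate 3. This argues against a difference shared by Cpeb3 and Ide. Btaf1 and Ide did go together. They deviated by 0.35 and 0.68 in LA-FMT replicate 2 and by 0.50 and 0.72 in LA-FMT replicate 3, and were negative in the other libraries. Fgfbp3, beside Btaf1 from 36894950 to 36897015, deviated by 0.23 and 0.38 in those 2 libraries, but also by 0.27 in HA-FMT replicate 1. A difference over another part of the stretch, or in separate parts of it, stays open and was not tested.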
